A study of Mus musculus with 16 samples. Its data were reported in "STAT3 signaling enhances tissue expansion during postimplantation mouse development" (2025).

How the data were processed

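Chimeric mouse embryos were made by injecting tdTomato-labelled *Stat3* null embryonic stem cells (ESCs) into wild-type (WT) CD1 blastocysts. By the study's account E7.5 embryos, classed as large or small, and E8.5 embryos were pooled, and 2 E9.5 embryos were processed individually. Embryos were dissociated and sorted into tdTomato-positive (*Stat3* null) and tdTomato-negative (WT) cells, and 16 libraries of 3′ single-cell RNA were sequenced. The authors mapped reads to mm10 with CellRanger, counted them with the GRCm38.p5 annotation to which the tdTomato sequence had been added, and deposited the result as a matrix of raw UMI counts per gene and cell. These counts carry no normalization. The authors kept cells with more than 10000 UMIs and below an upper limit, within limits on the number of genes and under limits on the mitochondrial and ribosomal shares. In the deposited matrix a cell held between 10003 and 99964 UMIs. The authors' table of cells also gave the mitochondrial percent of UMIs per cell, a doublet call (scds, hybrid score), and the cell type and atlas stage transferred from the nearest cells of an extended atlas of mouse gastrulation. Cell types are the authors' labels throughout. That table lists 192657 barcodes, of which 41832 passed the authors' filter and are in the matrix. Barcodes that failed it were not analysed here.

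Groups were taken from the sample labels (stage and genotype). The titles of the samples number the replicates, and a null and a WT sample of a stage share each number. The library names of the cells match no title. Each cell's library thus carried a stage and a sort gate but no embryo pool. The libraries of a group were therefore treated as replicates without a pairing. They are called A to D within a group in the order of the library names, and a letter is only a name. Neighbouring index positions in those names and the *Xist* levels hint at pairs of a null and a WT library with equal letters, but names in order and measured values were not used to infer a pool. At E9.5 the 4 libraries of a genotype stand against 2 embryos in the study's account, so n = 4 there counts libraries and the number of independent embryos is not known. Tests that take these libraries as independent overstate the evidence if 2 libraries share an embryo. Doublet calls (3395 cells, 8.12% of the matrix) have no cell type and were left out. WT-sorted singlets with a tdTomato UMI (596 cells) were left out as well, after the study's own correction for cross-sorting. This left 37841 cells, between 360 and 4327 per library, with 20682659 to 138613245 UMIs per library. Intervals and limits of a count of 0 (3 counts of the total) cover counting error only. No column of per-sample values was left unmatched (0).

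The study's design has the embryo pool as a block. That block could not be fitted without the pool of each library, so every model was fitted without it, and tests planned within pools became exact two-sided permutation tests of the genotype labels within each stage. The rule that a named gene change the same way in every pool became the rule that every null library lie beyond every WT library. The named genes, the markers and most alternatives were fixed before the data were examined. The alternative with all 16 libraries in 1 fit, the minimum of cells in the marker check and some tests of explanations, named where they are given, were chosen after seeing the data.

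Abundance was tested on the number of cells per cell type and library, for types with at least 20 cells at the stage, with the quasi-likelihood test of edgeR 4.0.16 (robust fit, TMM factors over cell types). The test of neighbourhoods used in the study could not be run and was replaced by this test per cell type. The difference between the E9.5 and the E8.5 effect was tested as an interaction in a fit over both stages. Differential expression was tested on UMI counts summed per library and cell type (pseudobulk) with the same edgeR test, after filterByExpr and TMM, for types with more than 15 cells in at least 2 libraries of each genotype. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg, within the cell type) and an absolute log2 fold change over 1. Of 29453 genes, 8176 were left out as in the study (predicted genes, mitochondrial, ribosomal protein, haemoglobin and Y-linked genes, *Xist*, *Tsix* and tdTomato). The study's list of imprinted genes was not used here, so imprinted genes stayed in. Fold changes are log2 of null over WT.

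The position along the erythroid path stood in for the study's pseudotime. Cells labelled Haematoendothelial progenitors, Blood progenitors or Erythroid were thinned to 10000 UMIs each, which left out no cell, log-normalized and placed on the first principal component of the 1000 most variable genes, scaled so that 0 is the median WT Haematoendothelial progenitor and 100 the median WT E9.5 Erythroid cell. The mapped atlas stage was averaged within cell types with more than 15 cells in the libraries compared and then over types. The mitochondrial share is the median over blood lineage cells of a library.

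Genes were named by a rule. Part (a) fixed 13 names from the study's text and figures before the data were examined (*Cd59a*, *Plin2*, *Krt15*, *Ifi35* and *Csf2rb* appear only in a figure on the erythroid lineage, and *Socs3* is named for the epiblast), part (b) took in E8.5 Erythroid and E7.5 Blood progenitors the 3 genes with the largest change in each direction among those called with the libraries apart, and part (c) took the 5 genes in each direction called in the most fits, of which 1 is not reported here. Part (d) fixed the cell types of the blood lineage and the extra-embryonic tissues. Genes were matched by symbol to the GENCODE annotation of GRCm38, where 27438 of 29453 (93.2%) had a unique match. Marker genes of 6 cell types, fixed beforehand, served to check the authors' labels, by the rank of a marker's level in its type among the 84 types with 20 or more cells. Ranks were 1 to 4 for the 7 Erythroid markers, 1 to 10 for the 6 of Blood progenitors, 2 to 5 for the 5 of Haematoendothelial progenitors, 1 to 2 for the 5 of ExE ectoderm, and 1 for all 4 of Endothelium and all 5 of ExE endoderm. The minimum was first 100 cells and was lowered to 20 after seeing the data, because ExE endoderm had too few cells to be ranked. With 100 cells, ranks were 1 to 3 for Erythroid, 1 to 8 for Blood progenitors, 2 to 5 for Haematoendothelial progenitors, and 1 for all markers of Endothelium and ExE ectoderm.

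The tests were tried on simulated data made from the libraries' own means and sizes. With 200 genes changed by a log2 fold change of 2 in either direction, edgeR recovered 196 of 196 tested changed genes in E7.5 Blood progenitors (8023 genes, 4 false calls), 178 of 193 in E8.5 Erythroid (9963 genes, 4 false calls) and 190 of 192 in E9.5 Sclerotome (10586 genes, 2 false calls). With no gene changed it made 0, 2 and 0 calls. Each gene was drawn independently, so differences shared by many genes of a library were not simulated. In the real E8.5 Erythroid fit *Cd59a* (log2 fold change -3.63, edgeR adjusted p = 0.0863) was not called, while *Csf2rb* (-4.70) was. The recovered shares may thus overstate power in the real fits. The abundance test called a simulated log2 change of -4 in 26% of 50 simulations for E7.5 Blood progenitors (27 types), 100% for E8.5 Erythroid (68 types) and 100% for E9.5 Erythroid (71 types), and a change of -2 in 6%, 56% and 82%. The unchanged type was called in 0%, 2% and 0%. The test of gene lists placed 13 of 200 random lists above the 95th percentile, and a list shifted by 0.1 at percentile 100.

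Alternatives included DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors in edgeR, total cells without TMM, other cell and count filters, all genes kept, cross-sorted cells kept, null-sorted cells without a tdTomato UMI left out, cells matched along the erythroid path, and leaving out each library in turn. At E7.5 and E8.5 that last fit was made over all stages, and the lone library of a group was assumed to vary like the others. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.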

Results

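*Stat3* null embryonic stem cells (ESCs) carrying a tdTomato reporter were injected into wild-type (WT) mouse blastocysts, and chimeric embryos were dissociated at embryonic day (E) 7.5, E8.5 and E9.5. Flow cytometry separated donor-derived tdTomato-positive cells (*Stat3* null) from tdTomato-negative host cells (WT), and each fraction was profiled by droplet single-cell RNA sequencing, which counts transcripts by unique molecular identifiers (UMIs). The comparison asks whether null cells enter each tissue, and express genes within it, as host cells of the same stage do. The data comprised 16 libraries, with 2 null and 2 WT libraries at E7.5, 2 and 2 at E8.5, and 4 and 4 at E9.5. Of 41832 cells, 37841 were analysed after doublet calls and WT-sorted cells with a tdTomato UMI had been set aside. They fell into 87 cell types assigned by the authors.

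At E7.5, null A and B held 2172 and 360 cells with 90343765 and 20682659 UMIs, and WT A and B held 723 and 1783 cells with 27168789 and 54280673 UMIs. At E8.5, null A and B held 3833 and 1146 cells with 113219241 and 33148087 UMIs, and WT A and B held 2544 and 3825 cells with 82921013 and 74785964 UMIs. At E9.5, null A to D held 4327, 2410, 1593 and 1546 cells with 138613245, 91287516, 73193591 and 69019115 UMIs, and WT A to D held 3080, 2641, 1904 and 3954 cells with 96819598, 74617985, 79062693 and 114476702 UMIs. The median cell of a library carried between 18205 UMIs (E8.5 WT B) and 57791.5 UMIs (E7.5 null B). No library of a group repeated the counts of another (chi-square per degree of freedom over genes 18.1 to 72.2 in the 16 pairs), which does not show that the libraries come from different embryos.

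*Stat3* lies on chromosome 11 from 100885098 to 100939540 (GRCm38). The deletion removes internal coding exons while 3′ tags lie downstream of it, so the level of the transcript does not by itself show the deletion. *Stat3* reached 1.34 ± 0.260 CPM (counts per 10⁶ UMIs, SD, n = 2) in null and 8.06 ± 1.76 in WT libraries at E7.5, and 2.04 ± 0.705 in null and 7.67 ± 0.0862 in WT libraries at E8.5 (n = 2 each). At E9.5 it reached 2.24 ± 0.210 in null and 6.48 ± 0.426 in WT libraries (n = 4 each). Every null library lay below every WT library of its stage. Averaged over the stages the difference was -5.53 CPM (exact two-sided permutation test within stages, p = 0.000794, the smallest that the 2520 arrangements can give). Within E9.5 the exact permutation test gave p = 0.0286, the smallest for 4 against 4 libraries, while 2 against 2 libraries at E7.5 or E8.5 cannot go below 0.333. Averaging the level over cell types moved the difference most, to -3.99 CPM.

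**Figure D1:**
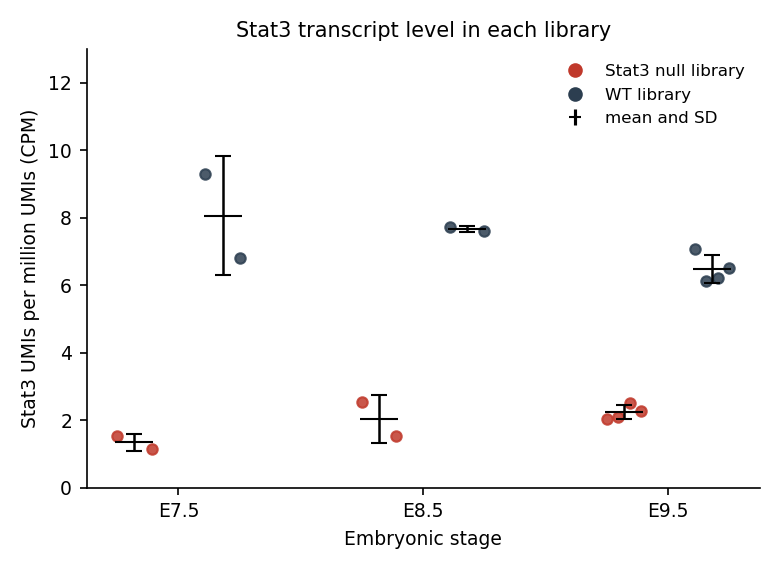
Stat3 level (CPM, vertical axis) in each library by embryonic stage (horizontal axis), with null libraries in red, WT libraries in dark blue, and bars for the mean and SD of 2 libraries at E7.5 and E8.5 and 4 at E9.5. Null libraries sit between 1.16 and 2.53 and WT libraries between 6.14 and 9.31.

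The sort was examined through tdTomato RNA. Between 72.3% (E8.5 null B) and 98.3% (E9.5 null D) of null-sorted singlets carried a tdTomato UMI, with a median over libraries of 97.2%. In WT-sorted singlets the share lay between 0.104% (E8.5 WT B) and 8.47% (E9.5 WT D), with a median of 1.68%. Exact binomial 95% intervals were 69.6% to 74.8% in E8.5 null B, at a median depth of 28514 UMIs per cell, and 7.66% to 9.34% in E9.5 WT D, at 26652 UMIs. After each cell had been thinned to 10000 UMIs the median fell to 79.8% in null-sorted and 0.706% in WT-sorted libraries, so detection depended on depth.

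Contribution to tissues was compared through the number of cells per cell type and library. At E7.5, 3 of 27 types tested differed in abundance, all lower in null libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). These were the extra-embryonic (ExE) ectoderm, the ExE endoderm and the Visceral endoderm, extra-embryonic tissues to which injected ESCs add few cells. ExE ectoderm made up 0.0460% ± 0.0651 of null and 12.6% ± 4.53 of WT libraries (SD, n = 2 each, log2 fold change -7.63, SE 1.08, edgeR adjusted p = 8.60e-08), from 2 of 2532 null and 281 of 2506 WT cells. Visceral endoderm made up 0.0460% ± 0.0651 and 4.13% ± 0.216 (log2 fold change -6.06, SE 1.15, edgeR adjusted p = 2.21e-05), from 2 null and 102 WT cells. The ratio of WT to null cells was 142 for ExE ectoderm (exact 95% interval 38.9 to 1178) and 51.5 for Visceral endoderm (13.9 to 431), intervals that cover counting error only. Without null A, null B held 0 of 360 cells of either type, and the ratios were at least 13.5 and 4.88. ExE endoderm was seen in 0 of 2532 null cells, which allows a share of up to 0.118% over the group, against 42 of 2506 WT cells, and was at least 14.1-fold lower in null (2.01-fold without null A, edgeR adjusted p = 8.60e-08 with all libraries). DESeq2 also called 3 types. Leaving out null A, null B, WT A or WT B left 0 types past the threshold in each case, in fits where the lone library of a group was assumed to vary like the others, with 2 types at an unadjusted p under 0.05 without null A and 3 without each of the rest. With all 16 libraries in that fit, an alternative chosen after seeing the data, 3 types were called.

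Among blood cells at E7.5, Blood progenitors made up 6.05% ± 1.48 of null and 4.65% ± 1.25 of WT libraries, Haematoendothelial progenitors 4.94% ± 2.04 and 2.94% ± 2.59, and Erythroid cells 0.391% ± 0.553 and 0.305% ± 0.352 (SD, n = 2 each). None differed beyond the spread between libraries (edgeR adjusted p = 0.991 each). The study classed E7.5 embryos as large or small, and no label ties a library to a class. If the 2 libraries of a genotype hold different classes, the SDs and tests at E7.5 include that difference. The test had little power here, since a simulated log2 fold change of -4 in Blood progenitors was called in 26% of 50 simulations.

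At E8.5, 0 of 68 types differed in abundance by the edgeR test, 3 had an unadjusted p under 0.05, and DESeq2 called 0. The 3 types, named after their values were seen, were the Thyroid primordium (log2 fold change 1.49, p = 0.00704), the Hindbrain floor plate (1.16, p = 0.0119) and Chorioallantoic-derived erythroid progenitors (2 null and 61 WT cells, 47 of them in WT A and 14 in WT B, a WT to null ratio of 23.8 with an exact 95% interval of 6.32 to 201, 9.11 without WT A and 46.0 without WT B, p = 0.0155), each with an edgeR adjusted p of 0.352. Without E8.5 WT B, 1 type was called, the Chorioallantoic-derived erythroid progenitors. Erythroid cells made up 13.5% ± 2.88 of null and 16.5% ± 0.342 of WT libraries (SD, n = 2 each), a log2 fold change of -0.29 (SE 0.24, edgeR adjusted p = 0.984). Leaving out null-sorted cells without a tdTomato UMI moved this fold change most, to -1.0 (edgeR adjusted p = 0.834). That step takes out a larger share of Erythroid than of other null-sorted cells. A tdTomato UMI was seen in 69.7% and 37.4% of Erythroid cells of null A and B, against 93.5% and 76.7% of their other cells. The move therefore does not show a larger loss. Both null libraries lay below both WT libraries, yet 2 against 2 libraries cannot go below p = 0.333 in an exact permutation test. Blood progenitors (log2 fold change -0.29) and Visceral endoderm (-0.29) did not differ either (edgeR adjusted p = 0.984 each).

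At E9.5, 1 of 71 types differed. Erythroid cells made up 0.201% ± 0.135 of null and 3.09% ± 1.68 of WT libraries (SD, n = 4 each), from 19 and 380 cells, a log2 fold change of -4.03 (SE 0.49, edgeR adjusted p = 3.24e-13). All 4 null libraries lay below all 4 WT libraries, and the exact two-sided permutation test of the share gave p = 0.0286, the smallest that 70 arrangements can give. This and every other E9.5 test takes the libraries of a genotype as independent, which is not known, since fewer embryos than libraries are described at this stage. Leaving out each library in turn gave log2 fold changes between -4.39 and -3.52, all called. With all 16 libraries in the fit, chosen after seeing the data, the adjusted p rose to 0.00246 at a log2 fold change of -4.02. 

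**Figure D2:**
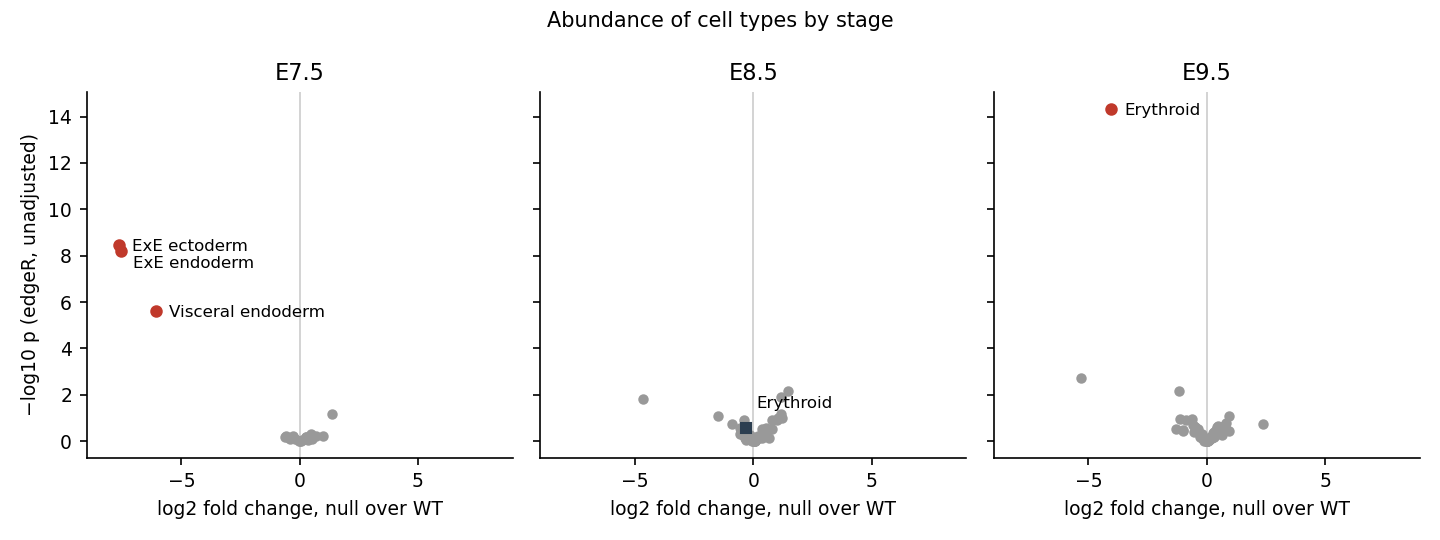
Log2 fold change of abundance, null over WT (horizontal axis), against -log10 of the unadjusted edgeR p (vertical axis), with each point 1 cell type, from 2 against 2 libraries at E7.5 and E8.5 and 4 against 4 at E9.5, where the fold change of a type with 0 null cells is a fitted value. Types past an adjusted p of 0.05, in red, number 3 of 27 at E7.5, 0 of 68 at E8.5 and 1 of 71 at E9.5.

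The Parietal endoderm, among the tissues fixed beforehand, was seen at E9.5 in 0 of 9876 null cells, which allows up to 0.0304% over the group, and in 24 of 11579 WT cells, 17 of them in WT D and 7 in WT A. It was at least 6.82-fold lower in null (3.02-fold without WT D, 3.83-fold without null A) but not past the threshold (edgeR adjusted p = 0.0651). Without WT A or WT D under 20 cells were left and no test was made, and without a null library the edgeR adjusted p was up to 0.312 (without null A). It passed without E9.5 WT B (edgeR adjusted p = 0.00245, 2 types called), without E9.5 WT C (0.00737, 3 types called, the third being the YS mesothelium, named after its values were seen) and with no minimum of cells (0.0405, 2 types called). ExE endoderm did not differ at E9.5 (log2 fold change 2.39, edgeR adjusted p = 0.965), with 29 null and 9 WT cells.

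The loss of Erythroid cells was tested for a change between stages, since a call at E9.5 and none at E8.5 does not by itself show a difference. The E9.5 effect exceeded the E8.5 effect by -3.68 on the log2 scale (edgeR interaction test, adjusted p = 3.45e-05 over 77 types). Leaving out each library of these stages in turn gave -4.06 to -3.32, each past the threshold, with adjusted p up to 0.00337 (without E9.5 null A).

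**Figure D3:**
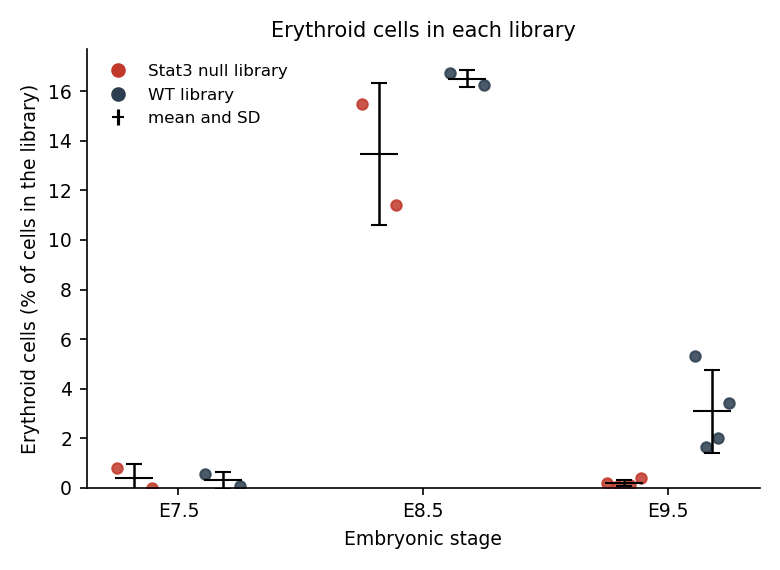
Erythroid cells as percent of the cells of each library (vertical axis) by embryonic stage (horizontal axis) with null libraries in red, WT libraries in dark blue, and bars for the mean and SD of 2 libraries at E7.5 and E8.5 and 4 at E9.5. At E9.5 the 4 null libraries hold 0.0830% to 0.388% and the 4 WT libraries 1.63% to 5.32%.

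Progress along the blood lineage was compared through the position on a path from Haematoendothelial progenitors (0) to E9.5 Erythroid cells (100). The median Erythroid cell lay at 74.7 ± 11.9 in null and 79.6 ± 11.9 in WT libraries at E8.5 (SD, n = 2 each), with medians of 83.1 in null A, 66.3 in null B, 88.1 in WT A and 71.2 in WT B. The difference of -4.96 changed to -13.4 without E8.5 null A or WT B and to 3.45 without E8.5 null B or WT A. These changes treat the libraries as unpaired, and would not measure the spread of the difference if A and B were 2 embryo pools, each with a null and a WT library. At E9.5 it lay at 98.3 ± 7.36 and 101 ± 3.35 (n = 4 each), a difference of -2.67, with 2 cells in each of null B and null C, and no test was made. Pooling the 3 labels of the path moved the E9.5 difference most, to -24.4. It added 5 Haematoendothelial progenitors to the 2 Erythroid cells of null C and 2 to the 6 of null D. It added 0 cells in null A and null B, so the value rests on few null cells. The atlas stage to which cells mapped, averaged over cell types, differed by -0.0119 days (exact permutation test within stages, p = 0.782), and its sign changed without E7.5 WT A (0.0124), E8.5 null B (0.0145) or E8.5 WT A (0.0113). The mitochondrial share of UMIs in blood lineage cells at E7.5 and E8.5 differed by -0.0757 points (exact permutation test, p = 0.444, where the smallest p of the design is 0.0556), and by 0.0119 without E8.5 null B.

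Gene expression was compared within cell types on UMIs summed per library. At E7.5, 121 gene calls were made over 7 cell types (52 higher and 69 lower in null, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05 and absolute log2 fold change over 1), at E8.5, 103 over 20 types (49 and 54), and at E9.5, 389 over 37 types (181 and 208). DESeq2 made 87, 114 and 414 calls, of which 80, 37 and 320 were shared with edgeR. Dropping the filter on low counts moved these totals most, to 280, 489 and 1194. At E7.5 the total was 45 without null A and 220 without WT A, in fits over all 16 libraries that gave 107 with none left out. The share of calls higher in null was 43.0% at E7.5 and rose to 55.6% without E7.5 null A. At E8.5 it was 47.6%, rose to 54.8% with no fold change threshold, and fell to 34.2% with DESeq2, 36.2% with limma-voom and 29.4% with over 50 cells per library. The fit over all 16 libraries gave 37.6% at E8.5, and 31.6% without E8.5 WT B and 23.7% without E8.5 WT A. At E9.5 the share was 46.5%, and 56.0% with no fold change threshold.

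Genes named in the study's text or figures were examined in E8.5 Erythroid cells (594 and 131 cells in null A and B, 426 and 622 in WT A and B). Of 10145 genes tested, 9 were called, 2 higher and 7 lower in null (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 816 had an unadjusted p under 0.05. DESeq2 called 82 and limma-voom 2. The fit over all 16 libraries called 86, and in that fit leaving out a library gave 68 without E8.5 null A, 63 without null B, 97 without WT A and 86 without WT B. No filter on low counts moved the number most, to 140. All 12 genes of the list that could be tested were past the threshold when adjusted over the list alone, and 3 when adjusted over all genes tested. The study chose this list on these samples, so the first count is not independent evidence.

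The 3 were *Pim1* (chromosome 17, 29490753 to 29496112, 96.0 ± 5.58 CPM in null and 265 ± 7.44 in WT, SD, n = 2 each, log2 fold change -1.51, SE 0.16, edgeR adjusted p = 0.0366), *Plin2* (chromosome 4, 86648386 to 86670060, 64.9 ± 5.44 and 160 ± 2.25, -1.36, SE 0.13, adjusted p = 0.0322) and *Csf2rb* (chromosome 15, 78325752 to 78353847, 2.37 ± 1.66 and 76.6 ± 0.0737, -4.70, SE 0.35, adjusted p = 0.0324). Reads of *Csf2rb* and its paralog *Csf2rb2* are not certain to be told apart. *Pim1* and *Plin2* missed the threshold under limma-voom (adjusted p = 0.0639 and 0.0631), and *Csf2rb* with no filter on low counts (0.0673). *Stat3* itself was lower by a log2 fold change of -1.93 (SE 0.37, 3.98 ± 2.54 and 17.7 ± 1.40 CPM) at an edgeR adjusted p of 0.195, and 0.00973 in the fit over all 16 libraries.

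The other listed genes were lower in null without passing over all genes. They were *Stat5a* (chromosome 11, 100859351 to 100885169, log2 fold change -2.23, edgeR adjusted p = 0.0795), whose annotated end overlaps that of *Stat3* on the opposite strand, *Cish* (chromosome 9, 107296026 to 107302784, -2.63, adjusted p = 0.0774), *Lyrm7* (chromosome 11, 54826866 to 54860916, -2.38, adjusted p = 0.0769) and *Cd59a* (chromosome 2, 104095801 to 104115354, -3.63, adjusted p = 0.0863). *Ifi35* (chromosome 11, 101448407 to 101458698, -1.99, edgeR adjusted p = 0.189), *Acss1* (chromosome 2, 150618105 to 150668500, -2.21, adjusted p = 0.281), *Krt15* (chromosome 11, 100131758 to 100135928, 10 null and 6214 WT UMIs, adjusted p = 0.195) and *Socs3* (chromosome 11, 117966079 to 117970047, -1.72, adjusted p = 0.478) lay further from it. DESeq2 put each of these except *Socs3* past the threshold.

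The largest changes among called genes with the libraries apart were *Csf2rb2* (chromosome 15, 78282507 to 78305721, 5 null and 302 WT UMIs, log2 fold change -5.62, SE 0.51, edgeR adjusted p = 0.0250), *Csf2rb* and *Akr1e1* (chromosome 13, 4590750 to 4609174, -3.59, SE 0.25, adjusted p = 0.00482) among those lower. Higher were *Hesx1* (chromosome 14, 26994416 to 27002329, 3.98, SE 0.46, edgeR adjusted p = 0.0391) and *Zfp985* (chromosome 4, 147553277 to 147585198, 3.41, SE 0.36, adjusted p = 0.0324), whose reads are not certain to be told apart from those of *Zfp984*. *Hesx1* lost its call in the fit over all 16 libraries with none left out (edgeR adjusted p = 0.475), and in that fit without null A (0.656), null B (0.707), WT A (0.871) or WT B (0.760). Under limma-voom *Csf2rb2*, *Akr1e1*, *Hesx1* and *Zfp985* all missed the threshold.

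**Figure D4:**
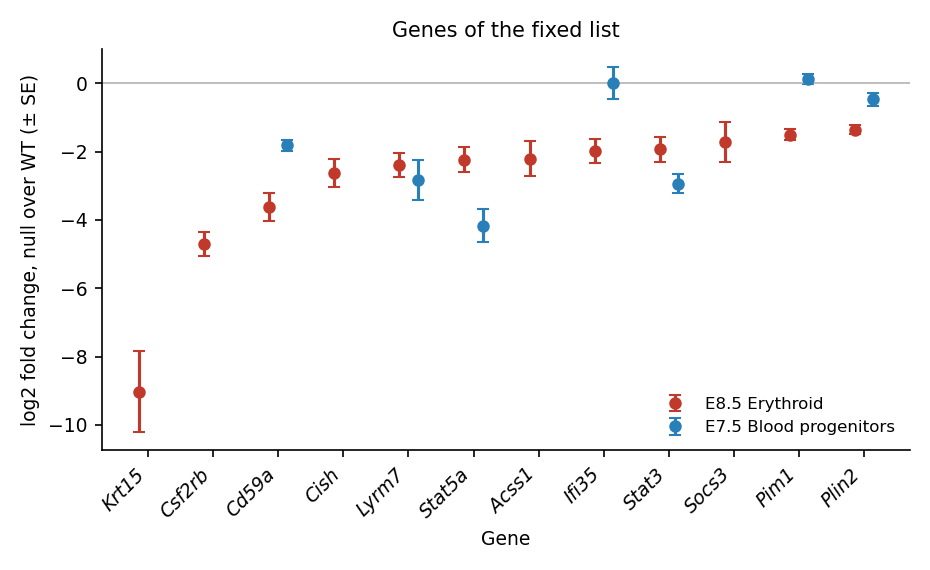
Log2 fold change, null over WT, of the genes of the fixed list in E8.5 Erythroid cells and E7.5 Blood progenitors (2 libraries per genotype and stage), with bars for the SE. In E8.5 Erythroid cells they run from -9.03 for Krt15 to -1.36 for Plin2.

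In E7.5 Blood progenitors (154 and 18 cells in null A and B, 40 and 67 in WT A and B) 28 of 8194 genes were called, 12 higher and 16 lower in null (edgeR, adjusted p under 0.05), and 422 had an unadjusted p under 0.05. Without E7.5 null A, 3 were called. Of 7 listed genes tested, 5 had an adjusted p under 0.05 over the list alone and 4 over all genes. The count of 5 is by p alone, since *Plin2* among them was under the fold change threshold. The 4 were *Stat3* (4.61 ± 1.56 CPM in null and 30.8 ± 0.443 in WT, SD, n = 2 each, log2 fold change -2.93, SE 0.29, edgeR adjusted p = 1.24e-05), *Stat5a* (-4.17, SE 0.49, adjusted p = 8.08e-05), *Cd59a* (-1.81, SE 0.17, adjusted p = 7.16e-06) and *Lyrm7* (-2.83, SE 0.58, adjusted p = 0.0289). *Lyrm7* lost its call under DESeq2 (adjusted p = 0.645), and in the fit over all 16 libraries with none left out (edgeR adjusted p = 0.0501) or without null A (0.551), null B (0.105), WT A (0.339) or WT B (0.535). Without null A the edgeR adjusted p rose to 0.131 for *Stat3*, 0.103 for *Stat5a* and 0.0717 for *Cd59a*. *Plin2* (log2 fold change -0.47, edgeR adjusted p = 0.918) passed over the list alone (adjusted p = 0.0407) and not over all genes. *Pim1* (0.12, edgeR adjusted p = 0.996) and *Ifi35* (0.01, adjusted p = 0.997) passed neither, and *Cish*, *Socs3*, *Acss1*, *Krt15* and *Csf2rb* had too few counts to be tested.

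The largest changes there were *Grb10* (chromosome 11, 11930508 to 12038683, 0.862 ± 0.0652 CPM in null and 147 ± 10.0 in WT, SD, n = 2 each, log2 fold change -7.26, SE 0.26, edgeR adjusted p = 1.51e-12), an imprinted gene, *Ttr* (chromosome 18, 20665280 to 20674321) and *Ptrf*, for which no coordinates were matched. *Ttr* had 2 null and 45 WT UMIs, a depth-scaled WT to null ratio of 46.9 (exact 95% interval 12.3 to 399, edgeR adjusted p = 0.00134), and is abundant in extra-embryonic cells. *Ptrf* had 3 and 47 UMIs, a ratio of 32.7 (10.5 to 164, edgeR adjusted p = 0.00117). Higher in null were *Zfp985* (log2 fold change 2.16, edgeR adjusted p = 0.00134), *Zfp984* (chromosome 4, 147753974 to 147809788, 2.01, adjusted p = 0.00136) and *Ccnb1ip1* (chromosome 14, 50789248 to 50807732, 1.41, adjusted p = 0.00126). Without E7.5 null A all but *Grb10* missed the threshold (edgeR adjusted p = 0.505 for *Ttr*, 0.499 for *Ptrf*, 0.258 for *Zfp985*, 0.0717 for *Zfp984* and 0.104 for *Ccnb1ip1*), and *Ttr* also without WT B (0.448).

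Over all 64 fits, 613 calls fell on 203 genes, 127 of them called in 1 fit only, while 10 genes called in 10 or more fits made up 251 calls (40.9%). Most often lower in null by the edgeR test were *Grb10* (37 of 64 fits tested, log2 fold changes -7.47 to -3.19), *Hist1h4i* (37 of 64, chromosome 13, 22040636 to 22041362), *Pusl1* (35 of 58, chromosome 4, 155887879 to 155891781), *Akr1e1* (28 of 54) and *H19* (15 of 64, chromosome 7, 142575529 to 142578143). Reads of *Hist1h4i* are not certain to be told apart from those of other histone H4 genes. Most often higher were *Cwc22* (38 of 64, chromosome 2, 77881159 to 77946375), *Zdbf2* (27 of 64, chromosome 1, 63273265 to 63314576), *Fam196b* (11 of 14, chromosome 11, 34314822 to 34422640) and *Igf2* (8 of 64, chromosome 7, 142650766 to 142666816). *Grb10*, *H19*, *Zdbf2* and *Igf2* are imprinted. The choice of tool moved *H19* most, to 31 fits with DESeq2 and 46 with limma-voom. *Cwc22* was higher in all 64 fits and *Grb10* lower in all 64, whether called or not. The fit over all 16 libraries with none left out lowered the E8.5 calls of *Hist1h4i* from 14 to 6, *Pusl1* from 5 to 2 and *Akr1e1* from 8 to 3, and gave 2, 7 and 6 calls at E7.5 (1, 7 and 6 in the main fits). From there, leaving out a library left a lone library in its group, and the number of fits moved both ways. *Hist1h4i* at E8.5 fell whichever library was left out. *Pusl1* at E8.5 fell without null A or WT A, rose without null B and was unchanged without WT B. At E7.5 *Pusl1* fell most without null A, and *Akr1e1* fell without null A, WT A or WT B. *Zdbf2* at E8.5 fell most without null A and rose without null B. In the same fit at E8.5, *Cwc22* moved from 1 to 8 without null A and *Grb10* from 0 to 9 without null B. At E9.5, *Hist1h4i* fell from 22 fits to 16 without null A and rose to 28 without WT B, *H19* rose from 9 to 20 without null D, *Akr1e1* fell from 14 to 9 without null B, and *Igf2* rose from 4 to 8 without null A, 7 without null B and 10 without WT A.

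**Figure D5:**
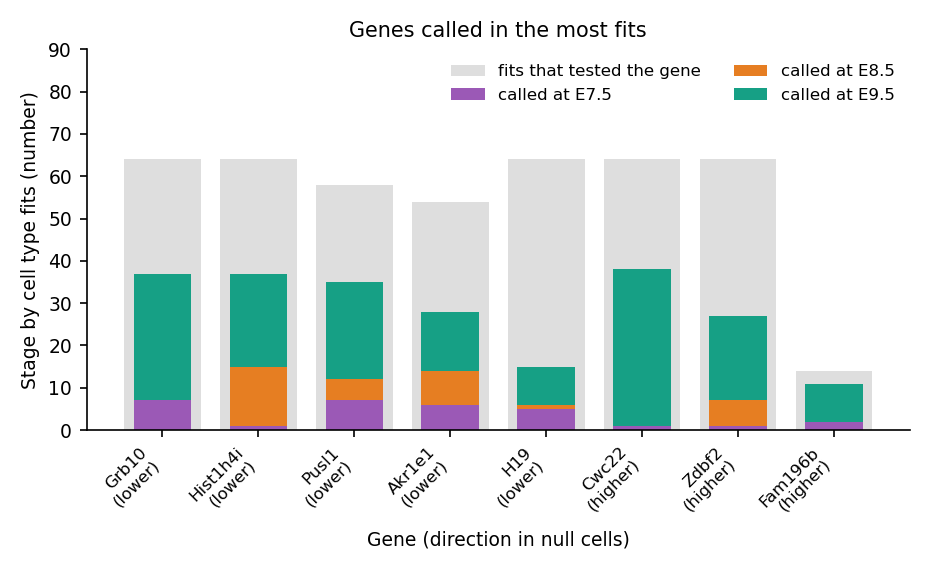
Number of cell type fits (vertical axis) in which genes of the rule called in 10 or more fits (horizontal axis) were called, coloured by stage, over gray bars for the fits that tested it, out of 7 fits at E7.5, 20 at E8.5 and 37 at E9.5. Cwc22 leads the genes higher in null with 38 fits and Grb10 and Hist1h4i those lower with 37 each.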

Values the study reported

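The study dissected 16 chimeric embryos at E7.5, 6 at E8.5 and 2 at E9.5. It chose embryos in which donor cells made up roughly 30%–40%. Pseudobulk genes were called there at an FDR under 0.05 and a log2 fold change above 1, in conditions holding over 15 cells.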

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

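The tests of haemoglobin content at E9.5 and of *Kdm5d* RNA were chosen only after the result was seen. The loss of Erythroid cells differed between stages, with an E9.5 effect -3.68 on the log2 scale beyond the E8.5 effect. Of 35 splits of the 8 E9.5 libraries into groups of 4, 9 gave as many cell types past the threshold as the real one, so chance is not excluded for that count, while the Erythroid fold change itself was as large in only 1, the real split, and reached at most 2.40 in size in the others.

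Several technical explanations for the loss at E9.5 were tested. If null Erythroid cells had lost tdTomato and been sorted as WT, male donor RNA would appear in the 2 WT libraries without Y-linked RNA, and 0 of their 81 Erythroid cells carried a Y-linked UMI (upper 95% limit 4.45%), against 79.6% of E8.5 null Erythroid cells. If null Erythroid cells had been given another label, cells with over 5% haemoglobin UMIs would be as frequent in null as in WT libraries, but they were 13.6 times as frequent in WT (exact permutation p = 0.0286, the smallest of 70 arrangements). Most of the few Erythroid cells in null libraries were not host cells sorted as null, since 73.7% (14 of 19) carried tdTomato. The exact 95% interval was 48.8% to 90.9%, against 97.6% of other E9.5 null-sorted cells. A share of host cells among the rest is not excluded. Still open is a loss of small cells to the authors' filter of over 10000 UMIs. The ratio of null to WT median UMIs per E8.5 Erythroid cell was 1.18 on 2 libraries each with medians that overlap. At E9.5 the medians overlapped too, at 18938 to 40176.5 in null and 20780 to 31061 in WT libraries. They rest on 2 to 9 null cells per library and only on cells past the filter, so they cannot decide it. A loss of cells with little tdTomato between the sort gates is open too, since such cells were not sequenced. Null-sorted Erythroid cells carried less tdTomato RNA than other null-sorted cells, which goes with such a loss. The level was 32.9 against 149 CPM at E8.5 (63.9% against 89.5% of cells with a UMI) and 82.5 against 232 CPM at E9.5. The lower Erythroid level at E8.5 goes against it, since Erythroid abundance there differed by a log2 fold change of only -0.29. The values thus point both ways. With these open, an effect of the genotype on Erythroid cells is not set apart from technical causes in these libraries. The study also gives evidence from culture, not examined here, that used a TagBFP label and flow cytometry. By its account null cells formed primitive erythroid cells when cultured alone and failed to do so when mixed with WT cells.

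*Kdm5d*, a Y-linked gene, stood far from the other libraries of its group in E9.5 null C, at 8.92 CPM against at most 0.469 in the other 3. Its gap over range (0.947) lay past a cutoff that about 1 in 20 groups of 4 pass by chance. Of 26 groups checked 2 passed it, where 1.3 are due to chance. Male host cells sorted as null would need to make up much of the library, since its level was 60.7% of that in the WT libraries with Y-linked RNA, yet only 1.82% of its cells lacked tdTomato, and 410 of 411 cells with a *Kdm5d* UMI carried it. No other explanation was tested, and none is biological by design.

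ExE endoderm made up 1.63% of E9.5 null C, far from the 0 to 0.0830% of the other 3 libraries, and was the other of these 2 groups. These 26 cells were not host cells sorted as null, since 96.2% carried tdTomato. They were unlike the other cells of the library, where the 5 markers lay between 0.496 and 1.89 CPM, against 460 to 5028 in these cells. Embryonic cells that make these markers and were given this label cannot be told apart from true ExE endoderm, since the markers reached a median of 47.0% of their level in only 9 WT-sorted E8.5 cells of that type. No biological explanation was tested.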

How the results depend on the processing

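The fits over all 16 libraries were tests chosen only after the result was seen. No paired analysis was possible because the libraries carry no pool name, and pairs were not inferred from measured values, so how a replicate block would change the results is not known. Among main results, 90 alternatives other than leaving out a library kept their direction and side of the threshold and 18 moved. On leaving out a library 98 kept, 14 moved and 4 reversed. The loss of Erythroid cells at E9.5 stayed past the threshold under all 14 alternatives (log2 fold change -4.51 to -3.52), as did its difference from E8.5 under all 17 (-4.06 to -3.32), and the *Stat3* level difference kept its sign (-5.95 to -3.99 CPM).

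Counts of cell types in abundance moved to 0 at E7.5 without any 1 library (0 to 0), to 0 to 1 at E8.5 and to 1 to 3 at E9.5, and to 2 at E9.5 with no minimum of cells. Fewer libraries account for the first. For the others the cause was not tested. Calls of genes moved with no filter on low counts to 280 at E7.5, 489 at E8.5 and 1194 at E9.5, to 140 in E8.5 Erythroid cells and to 51 in E7.5 Blood progenitors. More genes were tested there, but the fit changed for genes already tested as well (*Lyrm7* in E8.5 Erythroid cells to an edgeR adjusted p of 1.48e-06, *Csf2rb* to 0.0673), and the cause was not tested. They moved with over 50 cells per library and type to 17 and 206 at E8.5 and E9.5, from fewer fits, and with no fold change threshold to 157 and 878. Leaving out null-sorted cells without a tdTomato UMI gave 72 at E7.5, where 5 fits were left of 7 and the main count in those 5 was 76, with 70 shared, and 44 in E8.5 Erythroid cells. In E8.5 Erythroid cells DESeq2 gave 82, limma-voom 2, and cells matched along the path 38, and the cause was not tested. The fit over all 16 libraries gave 107 at E7.5, 86 in E8.5 Erythroid cells and 29 in E7.5 Blood progenitors, and leaving out a library in that fit gave 45 to 220, 63 to 97 and 3 to 38. In E8.5 Erythroid cells the move from 9 thus came with the form of the fit.

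Thinning to 10000 UMIs moved tdTomato detection to 79.8%, through lower depth. The E9.5 path difference moved to -24.4 with the 3 labels pooled, which adds cells early on the path. Leaving out a library gave -0.0383 to 0.0145 days for the mapped stage and -0.163 to 0.0119 points for the mitochondrial share. None of the results that reversed was past a threshold, and the cause was not tested. Abundance of Blood progenitors reversed at E7.5 to -0.19 without null-sorted cells lacking tdTomato (-0.63 to 0.78 on leaving out a library) and at E8.5 to 0.34 with DESeq2 (-1.18 to 1.15), Haematoendothelial progenitors at E7.5 gave -0.41 to 1.99, and Visceral endoderm at E8.5 gave -0.87 to 0.10. In E7.5 Blood progenitors *Ifi35* reversed to -0.0589 with limma-voom and -0.0384 with cross-sorted cells kept (-0.0648 to 0.253 on leaving out a library), and *Pim1* gave -0.0536 to 0.276. Of the other results, 351 were unchanged, 10 weaker, 26 stronger, 19 moved and 4 reversed under alternatives other than leaving out a library, and 209, 28, 26, 45 and 6 on leaving one out. Keeping doublet calls was not run for abundance, since doublets have no cell type, and the minimum of over 50 cells left no fit at E7.5.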

Other observations

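The tests of host sex, of a list of imprinted genes, of genes abundant in extra-embryonic cells, and of E8.5 Erythroid cells apart from other E8.5 cells were chosen only after the result was seen. Genes called in many cell types are changed irrespective of tissue, and explanations tied to the donor line were tested beside the loss of *Stat3*. A list of 43 imprinted genes, without those called in 10 or more fits, had a median absolute log2 fold change of 0.0724, at percentile 99.9 of 10000 random lists, and at percentile 97.2 without the genes seen before the list was written. Changed imprinting in the donor line may therefore account for part of the pattern, but the same is open to an effect of the genotype, since 1 donor line cannot part the 2. Female hosts set against a male donor line are argued against at E9.5. The 10 genes called in 10 or more fits stood in the 2 WT libraries with Y-linked RNA at a median of 1.89% (-6.39% to 27.1%) of the way from the 2 WT libraries without it to the null libraries, over 20 cell types. Local changes of the donor genome stay open. Of the 10 genes 0 lie within 1 Mb of another, yet of 49 genes called in 3 or more fits 12 do. Random sets had a mean of 3.72. Most of the 12 are histone genes, *Zfp985*, *Zfp979* and *Zfp984*, or the imprinted neighbours *H19* and *Igf2*. The rest are *Stat3* itself and *Meox1*, also on chromosome 11 and called lower in 3 fits. Reads of near copies are not certain to be told apart, so the excess alone does not show a local change. A local effect of the targeted allele stays open as well. At E9.5, 22 genes within 500 kb of *Stat3* lay at percentile 21.6 of random lists. But *Stat5a*, the gene that overlaps *Stat3* and was called lower at E7.5, was not among them. *Stat5b*, which was, was also called lower at E7.5 (log2 fold change -1.58, edgeR adjusted p = 0.00136, Blood progenitors). *Ptrf*, called lower in the same fit, had no matched coordinates and could not enter the list. *Meox1* and the listed genes *Krt15* and *Ifi35* lie outside the window but within 1 Mb of *Stat3*.

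At E9.5, 25 splits of the 8 libraries were compared, the real one and a random sample of the others. Only the real one gave as many genes past the thresholds over the 20 cell types fitted in every split (256, against at most 19 in the others). A rank of 1 of 25 is the most this comparison could show, and it takes the libraries as independent. Chance is thus argued against for that count but not excluded. The total of 389 over 37 types was not set against other splits.

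Genes lower in null at E7.5 were examined for free RNA of extra-embryonic cells, of which null libraries held few (2 ExE ectoderm and 2 Visceral endoderm cells). Of 30 such genes 40% were 10 or more times higher in extra-embryonic cells than in null embryonic cell types. This held for 0 of 26 genes called higher (Fisher test of lower against higher, p = 0.000172) and 1.02% of genes tested. The excess goes with such RNA for part of the list. The rule did not use the WT embryonic level, which exceeded the extra-embryonic level for *Grb10* and *Nr1h5*. Most of the 30 did not meet the rule, so this RNA is not the source of the whole list. For 10 genes abundant in extra-embryonic cells, the WT minus null level in embryonic cells had a median of 0.921% of the extra-embryonic level (quartiles 0.834% to 1.03%), which is consistent with such RNA for the 5 of the 30 genes that belong to them, *Ttr*, *Rhox5*, *Spink1*, *Apoa1* and *Apom*. The other 25 exceeded 5% of that level.

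Null-sorted E8.5 Erythroid cells without a tdTomato UMI were not mainly host cells. In 262 of them the recurrent genes stood a median of 88.6% of the way from the WT level to null-sorted cells with tdTomato. This median is over 4 genes that differ over 2-fold there (85.7% to 99.7%), with *Stat3* left out. *Stat3* also differs over 2-fold there and stood at 111%. In 446 other cells the median was 74.7% over 6 such genes, again without *Stat3*, from 35.0% for *Grb10* to 81.7%. *Cwc22*, which differs less than 2-fold, stood at 133% and *Stat3* at 99.6%, so the genes disagree and a share of host cells among these stays open.

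*Xist* reached 622 CPM in E9.5 WT B and 625 in WT C, and 28.9 and 14 in null B and C against 0.0866 and 0.174 in null A and D. At E8.5 it reached 116 in WT B and 4.10 in null B, against 0.0844 and 0.185 in WT A and null A.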
